# F1 Male Sterility in Cattle-Yak Examined through Changes in Testis Tissue and Transcriptome Profiles

**DOI:** 10.3390/ani12192711

**Published:** 2022-10-09

**Authors:** Mengli Cao, Xingdong Wang, Shaoke Guo, Yandong Kang, Jie Pei, Xian Guo

**Keywords:** yak, cattle-yak, testicular tissue, RNA-seq

## Abstract

**Simple Summary:**

Cattle-yak, a crossbreed of cattle and yak, has evident heterosis but F1 male cattle-yak is unable to generate sperm and is sterile, which limits the fixation of heterosis. This study analyzed the differences in testicular tissue development between four-year-old yak and cattle-yak from the perspective of histomorphological changes and sequenced the testicular tissue of the two using RNA-seq technology, examining the differential gene expression related to spermatogenesis and apoptosis. These findings offer a theoretical explanation for the sterility in F1 male cattle-yak that can help yak hybridization.

**Abstract:**

Male-derived sterility in cattle-yaks, a hybrid deriving from yak and cattle, is a challenging problem. This study compared and analyzed the histomorphological differences in testis between sexually mature yak and cattle-yak, and examined the transcriptome differences employing RNA-seq. The study found that yak seminiferous tubules contained spermatogenic cells at all levels, while cattle-yak seminiferous tubules had reduced spermatogonia (SPG) and primary spermatocyte (Pri-SPC), fewer secondary spermatocytes (Sec-SPC), an absence of round spermatids (R-ST) and sperms (S), and possessed large vacuoles. All of these conditions could have significantly reduced the volume and weight of cattle-yak testis compared to that of yak. RNA-seq analysis identified 8473 differentially expressed genes (DEGs; 3580 upregulated and 4893 downregulated). GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment evaluations for DEGs found their relation mostly to spermatogenesis and apoptosis. Among the DEGs, spermatogonia stem cell (SSCs) marker genes (*Gfra1*, *CD9*, *SOHLH1*, *SALL4*, *ID4*, and *FOXO1*) and genes involved in apoptosis (*Fas*, *caspase3*, *caspase6*, *caspase7*, *caspase8*, *CTSK*, *CTSB* and *CTSC*) were significantly upregulated, while differentiation spermatogenic cell marker genes (*Ccna1*, *PIWIL1*, *TNP1*, and *TXNDC2*) and meiosis-related genes (*TEX14*, *TEX15*, *MEIOB*, *STAG3* and *M1AP*) were significantly downregulated in cattle-yak. Furthermore, the alternative splicing events in cattle-yak were substantially decreased than in yak, suggesting that the lack of protein subtypes could be another reason for spermatogenic arrest in cattle-yak testis.

## 1. Introduction

The yak (*Bos grunniens*), a bovid species of the Qinghai-Tibet Plateau (QTP) and adjacent regions [1], lives at an altitude of 3000–5000 m and an annual average temperature of −5 to −1 °C. It provides local herders with meat, wool, milk, labor, fuel, and other everyday essentials. Cattle-yak, a cross breed between cattle and yak, has the same adaptability as yak and can also adapt to harsh environments (high altitude, low temperatures, and hypoxia) [2]. In fact, cattle-yak has made a greater contribution to the progression of animal husbandry in the QTP region. It is superior to yak in milk yield, meat products, and other economic traits [3]. However, the F1 cattle-yak males are sterile, while the females are fertile. F1 male cattle-yak have regular reproductive organ morphology and sexual activity as their fertile male counterparts, though lack mature sperm (S) in the semen fluid causing infertility [4]. With the use of grading up, fertility can be restored in F4 generation male cattle-yak [5]; however, it loses heterosis, causing a reduction in production performance and commercial value. Male-derived sterility in cattle-yak obeys the Haldane rule [6], i.e., an individual of a certain sex in the hybrid generation produced by interbreeding between heterogeneous animals cannot survive or is sterile and must be a heterozygous sex. Incompatibilities in interspecific hybrids restrict the gene flow between sexually reproducing organisms, which inhibits the fixation of superior gene combinations in the F1 generation. Therefore, understanding the mechanism of male-derived sterility in cattle-yak has both theoretical and practical significance.

Many attempts have been made to explore the stagnation of spermatogenesis in cattle-yak. Karyotyping of testicular primary spermatocyte (Pri-SPC) showed that cattle-yak has a similar amount of chromosomes (2n = 60) when compared to cattle and yak [7], while the majority of cattle-yak Pri-SPCs comprise the structurally malformed synaptonemal complex of autosomes and XY bivalents are absent [8]. It is speculated that the arrest of meiosis I is the prime cause of infertility in male cattle-yak [9]. Consequently, to understand male-derived sterility in cattle-yak at the molecular level, scholars selected some genes related to meiosis and spermatogenesis to explore variations in their expression levels among yak and cattle-yak. They observed that the testis-specific *Dmrt7* gene expression was significantly decreased in cattle-yak [10]. *DAZL* and *DAZ* involved in spermatogenesis were not expressed and their extent of methylation was substantially elevated than that in cattle and yak [11]. Likewise, the expression levels of the meiosis-related genes *BOULE*, *Rad51*, *DMC1*, *Cdc2*, *Cdc25A*, *bMei1*, and *SYCP3* were significantly reduced within cattle-yak testicular tissue, and methylation levels for *bMei1*/*SYCP3* were significantly higher than in yak [12,13,14,15,16].

Spermatogenesis is regulated by multiple genes and the mechanism of male infertility caused by spermatogenic arrest has not been systematically examined so far. Wu et al. [17] employed RNA-seq to compare the testis gene expression profiles of twelve-month-old cattle-yak and yak before sexual maturity and found 6477 differentially expressed genes (DEGs), which included 2919 upregulated and 3558 downregulated genes. It is speculated that spermatogenic arrest within cattle-yak originates during the differentiation phase concerning spermatogonia stem cell (SSCs) and is exacerbated during spermatogonia (SPG) mitosis and spermatocyte (SPC) meiosis. The sexual maturity age of yak is 2–3 years. Accordingly, here, RNA-seq technology was employed to explore the variations in gene expression profiles between cattle-yak and yak after they reached sexual maturity. Additionally, we analyzed the testicular tissue developmental differences between cattle-yak and yak based on morphological and histological changes. The purpose of the present research was to comprehend the spermatogenic arrest mechanism in cattle yaks in greater detail.

## 2. Materials and Methods

### 2.1. Ethics Statement

The entirety of animal experimental investigations was carried out in line with directives issued by the China Council on Animal Care and the Ministry of Agriculture of China. The Animal Care and Use Committee of the Lanzhou Institute of Husbandry and the Pharmaceutical Sciences Chinese Academy of Agricultural Sciences, Lanzhou, China accepted all animal-handling protocols for this investigation (Permit No: SYXK-2014-0002).

### 2.2. Animals and Sample Collection

Three male Gannan yaks (Y1, Y2, and Y3) were from Linxia County, Linxia Hui Autonomous Prefecture. Three male cattle-yaks (C1, C2, and C3; F1 offspring of Jersey cattle (♂) and Gannan yak (♀)) were from Xiahe County, Gannan Tibetan Autonomous Prefecture. Each animal was 4 years old, and all samples were collected on 10 June 2021.

Yaks were euthanized and the testis tissues were collected. The testicles of cattle-yak were obtained by surgical castration after local disinfection. The wounds were then sutured with surgical needles and cattle-yak was provided penicillin/streptomycin as prophylaxis.

To get rid of the blood stains and impurities, phosphate-buffered-saline was utilized for washing the testicular surface. Observations were recorded regarding the testicular tissue surface, and the data were collected for testicular circumference, testicular length, and testicular weight. Next, the testicular tissue was placed into a clean petri dish and cut longitudinally using a scalpel. The intermediate tissue perpendicular to the long axis was removed and cut into several small tissue blocks. One such block was fixed with testis tissue fixative for slice preparation, and the others were promptly frozen and stored in liquid nitrogen for subsequent RNA-seq analysis. Samples were dispatched to Lanzhou Institute of Husbandry and Pharmaceutical Sciences, Chinese Academy of Agricultural Sciences, Lanzhou, China.

### 2.3. Histological Analysis of Testis Tissue

The excised testicular tissue pieces were placed in the testis tissue fixative solution, and the fixative solution was changed at the 6 h, 12 h, and 24 h, and then soaked in 75% alcohol. After dehydration with an automatic tissue dehydrator and after embedding in paraffin, the paraffin block was cut into 6 μm thick sections with a microtome. The improved HE staining kit^®^ (SolarBio™, Beijing, China) was employed following guidelines provided by the manufacturer. Following staining, neutral gum was used for sealing the sections and a Pannoramic 250^®^ digital section scanner (Drnjier, Jinan, China) was employed for obtaining images. The images were analyzed and cropped using Caseviewer (3DHISTECH Ltd., Budapest, Hungary) software. The statistics of testis histological parameters were performed by randomly selecting 5 non-repetitive fields under the 20× magnification in 6 sections. Results were reported as mean ± standard deviation.

### 2.4. RNA Isolation and Library Preparation

The TRIzol reagent was utilized to extract total RNA. The NanoDrop 2000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA) was employed for assessing the RNA’s quantification and purity, and Agilent 2100^®^ Bioanalyzer (Agilent Technologies™, Santa Clara, CA, USA) probed RNA integrity. Finally, the library was created as per the manufacturer’s manual by employing the TruSeq Stranded mRNA LT Sample Prep^®^ (Illumina™, San Diego, CA, USA). Transcriptome sequencing and analysis were performed by OE Biotechnology Co., Ltd. (Shanghai, China).

### 2.5. RNA Sequencing and DEGsAnalysis

On the Illumina™ HiSeqTM 2500^®^ system, libraries were sequenced, with 150 bp paired-end reads produced. For every sample, approximately 46.87 M raw reads were obtained. Raw reads in FASTQ format were initially processed employing Trimomatic [18], including (1) de-linking, (2) removing low-quality reads, (3) removing low-quality bases from 3′/5′ tails through multiple methods, (4) statistically original sequencing quantity, effective sequencing, Q30 and GC content for detailed assessment. Finally, approximately 46.03 M clean readings were retained per sample. Clean reads were mapped onto genome (version: LU_Bosgru_v3.0 (Lanzhou University, Lanzhou, China)) using HISAT2 [19]. Fragments Per Kilobase of exon Model per million mapped fragments (FPKM) [20] for individual genes was calculated using Cufflinks [21], and read counts for each gene were obtained by HTSeqcount [22]. DESeq (2012) in the R package [23] was employed to perform a differential expression analysis depending upon *q* < 0.05 together with |log2 (foldchange)| > 1. Principal components analysis (PCA) between two sets of samples was performed using the R package vegan. The R package stats was used to draw boxplots and correlation cluster heatmaps for each sample gene. To highlight the patterns of gene expression in various groups and samples, systematic clustering analysis of DEGs was carried out. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genomes (KEGG) pathway enrichment evaluations for DEGs were executed in the R package, depending upon hyper-geometric distribution; the filter condition was *p* ≤ 0.05.

After assembling the reads by StringTie (Johns Hopkins University, Baltimore, MD, USA) [24] software, ASProfile [25] was used to analyze the alternative splicing (AS) of differentially regulated transcripts, isoforms, or exons.

### 2.6. RNA Sequencing Validation

Genomic DNA was isolated and reverse transcribed according to the instructions of the Transcriptor First Strand^®^ cDNA synthesis kit (Takara Bio Inc.™, Beijing, China). Quantitative reverse transcription-polymerase chain reaction (RT-qPCR) was employed for detecting the DEGs expression levels in two groups of samples. Each group included three biological replicates and three technical replicates per sample. Reverse transcription primers (Supplementary Table S1) were designed using the NCBI website and the expression levels were normalized with glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) as the reference gene. Furthermore, qRT-PCR reaction volume was 20 µL, containing 10 µL 2× PrecisionPLUS^®^ Master Mix (Primerdesign™, Camberley, UK), 1 µL cDNA (25 ng), 1 µL each of primers (F/R) (300 nmol) and 7 µL nuclease-free water. After undergoing incubation at 95 °C for 3 min, the reactions underwent 39 cycles at 95 °C and 55 °C for 10 and 30 s, respectively. The 2^−∆∆Ct^ technique was utilized for calculating the relative expression.

### 2.7. Statistical Analyses

SAS 9.4^®^ was employed in conducting all statistical assessments; * *p* < 0.05, ** *p* < 0.01 denoted statistically significant variations.

## 3. Results

### 3.1. Histomorphological Characteristics of Yak and Cattle-Yak Testis

At superficial level within testis tissue, the blood vessels in the vascular capsule of the cattle-yak testis were small and sparsely and disorderly distributed (Figure 1a,b). The estimation of testicular morphological indicators showed that the circumference, length, and weight of the testis were significantly smaller in cattle-yak than in yak (Table 1).

Concerning the histology of testis tissue, compared to yak, the seminiferous tubules within cattle-yak testes were sparse, shrunken, having large distances between the tubes, with large vacuoles (Figure 1c,d). From the perspective of germ cell distribution, the seminiferous tubules of yak (Figure 1e) had various germ cells from the basement membrane to the lumen, including SPG, Pri-SPC, Sec-SPC, round R-ST and S in seminiferous tubules. However, seminiferous tubules of cattle-yak had reduced numbers of SPG and Pri-SPC, less Sec-SPC, and absence of R-ST and S (Figure 1f). Compared with yak, cattle-yak seminiferous tubules were smaller in diameter with thinner walls. In addition, SPG and Pri-SPC diameter were smaller than yak (Table 2) and Pri-SPC s were vacuolated showing large vacuoles in the cytoplasm with a lighter color. To sum up, the testicular development of cattle-yak was abnormal.

### 3.2. Sequencing Quality and Alignment

In this study, fresh RNA libraries of cattle-yak (*n* = 3) and yak (*n* = 3) testicular tissues were sequenced through the Illumina™ HiSeqTM 2500^®^ system, generating 150 bp paired-end reads. 

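Each library came from the testis tissue of 1 animal, which gave 3 libraries of cattle-yak (C1, C2 and C3) and 3 of yak (Y1, Y2 and Y3), with every animal 4 years old. The groups came from different counties, and the testes were obtained by castration in cattle-yak and after euthanasia in yak, so these conditions coincided with the groups. The authors deposited 1 FPKM value per gene and animal for 18918 genes, obtained with the yak genome as the reference for both groups and not scaled between libraries. The values of a gene in different libraries stood in whole-number ratios, from which whole fragments were recovered for all 17973 genes with at least 2 values above 0. Of the 107838 values of these genes, 100% lay within 0.03 fragments of a whole number, and the remaining 945 genes had 1 value above 0. The fragments on genes behind the values were 11834987 in C1, 11175100 in C2 and 11600013 in C3, against 13136129 in Y1, 13104964 in Y2 and 12991641 in Y3. Table 3 of the paper gives another depth, 36951818 to 38748921 uniquely mapped reads per library over the genome, while the FPKM values rest on the fragments on genes. At this depth 1 fragment on a gene of 1 kb corresponded to 0.0761 to 0.0895 FPKM. For the comparison of the groups, 15042 genes with a mean FPKM of at least 0.5 over the 6 animals were tested two-sided with limma on log2 (FPKM + 1), with a trend in the prior variance. Genes past a Benjamini-Hochberg adjusted p of 0.05 and a log2 (foldchange) of 1 in either direction were called. The fold change on this scale understates the change of genes with a low FPKM. In the deposited table 1180 symbols stand on more than 1 gene, and for these the most abundant gene is reported first and its copies as uncertain.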

Overall, 42.17 G of raw reads were collected, with final data-volume/sample distributed between 45.02–46.68 M; the Q30 base was distributed between 92.95–93.33%, and the average GC content was 50.19% (Supplementary Table S2). Approximately 94% of the clean-reads were mapped onto reference genome (version: LU_Bosgru_v3.0); the mapped unique reads ranged from 36,951,818 to 38,748,921, with the rate of 82.03 to 83.15%. The ratio of multiple mapped reads was 10.64–12.10% (Table 3).

### 3.3. Protein-Coding Gene Expression Analysis

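Genes with an FPKM of at least 1 numbered 13322 ± 188 (SD, n = 3) in cattle-yak and 13367 ± 82.5 (SD, n = 3) in yak, a difference within the spread between animals (exact permutation test, two-sided, p = 0.9). Between 1848 and 2176 genes were listed at 0 in a cattle-yak library and between 1658 and 1819 in a yak library. The 10 most abundant genes held 9.01% ± 0.39 (SD, n = 3) of the summed FPKM in cattle-yak and 5.96% ± 0.16 (SD, n = 3) in yak. INSL3 was the most abundant gene in each cattle-yak library, with 1.66% to 2.03% of the FPKM. In yak this was UBB in Y1 and Y2, with 1.06% and 1.14%, and TNP1 in Y3, with 1.05%.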

The expression level of genes was estimated based on the FPKM value (Supplementary Table S3). 

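The median FPKM over all genes was 6.70 in C1, 6.85 in C2 and 6.21 in C3, and 5.45 in Y1, 5.00 in Y2 and 5.36 in Y3. Every cattle-yak animal had a higher median than every yak animal, which gave p = 0.1 in an exact permutation test (two-sided), the smallest p that 3 animals against 3 allow. On the log10 (FPKM + 1) scale the lower quartile lay between 0.174 and 0.206 in cattle-yak and between 0.203 and 0.219 in yak. The upper quartile on that scale was 1.41 to 1.42 in cattle-yak and 1.37 to 1.38 in yak.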

The boxplots of FPKM values of sample genes were consistent in height (Figure 2a,), indicating relatively similar overall gene expression levels among different samples within the same group. Likewise, the number of genes expressed with different expression levels was also consistent in different samples within the same group (Figure 2b). 

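In cattle-yak 4575 ± 149.8 genes (SD, n = 3 for each class) had an FPKM under 0.5, 1021 ± 43.1 one from 0.5 to 1, 5098 ± 88.5 one from 1 to 10 and 8224 ± 99.97 one of at least 10. The corresponding numbers in yak were 4369 ± 89.0, 1182 ± 17.5, 5924 ± 35.0 and 7442 ± 96.8 (SD, n = 3). The group means differed by more than 1 SD in every class, and the animals of the groups did not overlap in any of them. With 3 animals per group the exact permutation test (two-sided) cannot go below 0.1, and it gave p = 0.1 for each class.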

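Pearson's r of log10 (FPKM + 1) between a pair of libraries was taken over all 18918 genes, so it runs across genes, which are not independent replicates. It lay between 0.985 and 0.991 (mean 0.988) for the 6 pairs within a group and between 0.735 and 0.792 (mean 0.759) for the 9 pairs between the groups. The mean within groups exceeded the mean between groups by 0.229, the largest difference among the 10 ways to split the 6 animals into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest possible). FPKM without a log moved this difference most, to 0.428, with r from 0.973 to 0.989 within groups and from 0.526 to 0.586 between them.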

Correlation analysis indicated that the correlation coefficients of different samples were considerably increased within the same group than between the two groups (*p* < 0.01) (Figure 2c). 

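The principal components were computed on centred log2 (FPKM + 1) of the tested genes. The first component held 94.7% of the variance. On the first component C1 scored 93.6, C2 112.4 and C3 120.7, while Y1 scored −108.2, Y2 −110.0 and Y3 −108.5. The range among the yak animals was narrower than that among the cattle-yak animals. Scaling each gene to unit variance moved the share of the first component most, to 80.04%.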

PCA showed that yak clustered together, and cattle-yak clustered together (Figure 2d). In all, sequencing data showed high repeatability and reliability.

### 3.4. Identification of DEGs

DEGs were assessed depending upon *q* < 0.05 together with |log2 (foldchange)| > 1. 

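Of the genes tested, 8159 passed both thresholds of the limma comparison, 5023 of them higher and 3136 lower in cattle-yak. In 8137 of the called genes (99.7%) the 3 cattle-yak values lay outside the range of the yak values, as in 12645 (84.1%) of all tested genes, where chance gives 10%. The median log2 (foldchange) of all tested genes was 0.51, so the distribution as a whole lay above 0. The genes called lower held 48.2% ± 0.43 (SD, n = 3) of the FPKM of a yak library and 7.19% ± 1.19 (SD, n = 3) of that of a cattle-yak library. When the libraries were scaled by median-of-ratios size factors, which brought the median of all genes to 0.01, 2624 genes were higher and 4193 lower. Centring each library on 12 Sertoli cell marker genes moved the counts most, to 56 higher and 10077 lower, with a median of −1.50. With each animal left out in turn, 4904 to 5133 genes were higher and 3076 to 3192 lower.

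**Figure D1:**
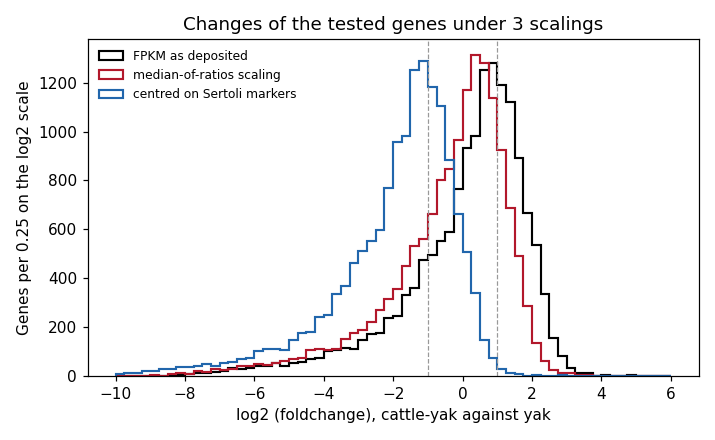
Histograms of the log2 (foldchange) of cattle-yak against yak for the 15042 tested genes (x axis, log2 scale; y axis, genes per bin) with FPKM as deposited, with median-of-ratios scaling and centred on Sertoli markers; dashed lines mark −1 and 1. The scalings shift the whole distribution, with medians of 0.51, 0.01 and −1.50.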

A total of 8473 DEGs were obtained between the yak and cattle-yak of which 3580 upregulated and 4893 downregulated genes were found in the testis tissues of cattle-yak (Supplementary Table S4, Figure 2e). Genes with similar expression patterns are usually functionally related. Hierarchical clustering of DEGs demonstrated that the DEGs of C (cattle-yak) together with Y (yak) groups clustered separately in two groups (Figure 2f). This again demonstrated a considerable difference in the gene expression pattern of yak and cattle-yak testis. 

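Average-linkage clustering on Euclidean distances of log2 (FPKM + 1) over the 8159 called genes joined the groups last, at a height of 213.9, against a largest height of 42.6 within a group, a ratio of 5.03. These genes were chosen for a difference between the groups, which fixes part of this outcome. Over all 15042 tested genes, which were not chosen in this way, the top split was again the one between the groups, with heights of 220.9 and 52.3 and a ratio of 4.22.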

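Ranked by the size of the log2 (foldchange), the 30 largest changes were all lower in cattle-yak, with falls from 7.27 to 8.27 on the log2 scale. The same 30 genes were also called lower under every pseudocount, filter, scaling and omission of an animal that was tried. Their mean FPKM had a median of 606 in yak, with a lowest value of 294, and a median of 2.51 in cattle-yak. TNP1 (ENSBGRG00000002189), with the largest fall, had 5947 ± 675 FPKM (SD, n = 3) in yak and 22.8 ± 19.3 (SD, n = 3) in cattle-yak. PRM2 (ENSBGRG00000026517) had 1794 ± 145 FPKM in yak and 6.53 ± 3.84 in cattle-yak (SD, n = 3), a log2 (foldchange) of −8.03. HSFY1 (ENSBGRG00000007706) and MROH5 (ENSBGRG00000025197) both had a log2 (foldchange) of −7.88. The symbol HSFY1 stands on 5 genes and MROH5 on 2, and the other genes with these symbols, which are uncertain, are not reported here. TNP2 (ENSBGRG00000026521) ranked 4, with a log2 (foldchange) of −7.89, a standard error of 0.21 and an adjusted p of 8.6e-08 from limma. The most abundant of 4 genes with the symbol PRSS58 ranked 31 among the lower genes, with −7.27, and its copies, which are uncertain, 254, 286 and 652. UBQLNL ranked 64 and SPZ1 65, both with −6.77. SPATA19 ranked 96 with −6.52, CSNKA2IP 156 with −6.02, TSPAN8 357 with −4.84 and SPADH1 997 with −3.03. In cattle-yak CSNKA2IP, TSPAN8 and SPADH1 had at most 1 fragment in any library, so that the size of their fall rests on the pseudocount. The most abundant of the 3 genes with the symbol RLIM was higher in cattle-yak, with 22.0 ± 3.75 FPKM (SD, n = 3) against 4.72 ± 0.78. It stood at −0.01 when the libraries were centred on the Sertoli markers, whose own median then was 0.215. Of the other copies of RLIM, which are uncertain, one fell by 3.22 on the log2 scale, from 9.48 FPKM in yak, and one was listed at 0 in the cattle-yak libraries against 7.95 FPKM in yak.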

Interestingly, the top 30 DEGs with >−9.31 log2-fold change were all downregulated, including *CSNKA2IP* (alpha prime interacting protein), *Rlim* (X-linked gene), *SPATA19* (spermatogenesis associated 19), *TSPAN8* (tetraspanin 8), *SPADH1* (spermadhesin-10), *SPZ1* (spermatogenic leucine zipper 1), *PRSS58* (serine protease 58), *Ubqlnl* (ubiquilin gene 5), and *TNP2* (transition protein 2). All of these genes are related to spermatogenesis, sperm maturation, and sperm motility.

Spermatogenesis is a complex and orderly process involving many regulatory genes. We found that SSCs marker genes, such as *Gfra1* (GDNF family receptor alpha 1), *CD9* (CD9 molecule), *SOHLH1* (Spermatogenesis-and Oogenesis specific Basic Helix-loop-helix-containing Protein 1), *SALL4* (transcription factors Sal-like 4), *ID4* (inhibitor of DNA binding 4), and *FOXO1* (Fork-head box protein O1), were significantly upregulated in cattle-yak testis tissue. 

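Gfra1 (ENSBGRG00000016210) had 2.34 ± 1.15 FPKM (SD, n = 3) in cattle-yak and 0.675 ± 0.087 (SD, n = 3) in yak. Its log2 (foldchange) was 0.94 (standard error 0.25, adjusted p = 8.3e-03 from limma), under the threshold of 1, and rose above it to 1.20 without C1 and to 1.54 with a pseudocount of 0.1. CD9 (ENSBGRG00000001613) had 192.9 ± 1.49 FPKM in cattle-yak and 49.1 ± 16.0 in yak (SD, n = 3), a log2 (foldchange) of 2.00 (adjusted p = 3.4e-05 from limma). ID4 (ENSBGRG00000007672) showed the largest change of the 6 genes, with 65.0 ± 3.76 FPKM against 9.07 ± 1.01 (SD, n = 3) and a log2 (foldchange) of 2.72 (adjusted p = 3.6e-07 from limma). FOXO1, SALL4 and SOHLH1 had log2 (foldchange) values of 2.30, 1.83 and 1.69. The median over the list was 1.92, and 5 of 6 genes passed both thresholds, over all genes tested as well as adjusted over the list alone. These genes were named by the study from the same libraries, so the count over the list is not independent evidence. Centred on the Sertoli markers, the median of the list was −0.10, with 4 of the 6 genes below 0.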

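TNP1, which encodes a protein that replaces histones in elongating spermatids, was represented by 89, 28 and 17 fragments in C1, C2 and C3, and by 13769 in Y1. For TXNDC2 (ENSBGRG00000025943) there was 1 fragment in C1 and 0 in C2 and C3, against 121 in Y1, that is 22.7 ± 5.73 FPKM in yak (SD, n = 3) and 0.089 ± 0.15 in cattle-yak. Ccna1 (ENSBGRG00000020675) had 6.85 ± 2.54 FPKM (SD, n = 3) in cattle-yak and 75.3 ± 14.6 in yak, a log2 (foldchange) of −3.31 (adjusted p = 4.7e-06 from limma). PIWIL1 (ENSBGRG00000009726) had 15.7 ± 9.29 FPKM in cattle-yak and 148.4 ± 14.2 in yak (SD, n = 3), a log2 (foldchange) of −3.32 (adjusted p = 5.1e-05 from limma). The median log2 (foldchange) of these 4 genes was −3.87, and all 4 passed both thresholds, over all genes tested and adjusted over the list alone. It fell to −5.33 with a pseudocount of 0.1.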

On the contrary, the marker genes of differentiated spermatogenic cells, such as *Ccna1* (cyclin A1), *PIWIL1*(piwi-like RNA-mediated gene silencing 1), *TNP1* (transition protein 1), and *TXNDC2* (thioredoxin domain containing 2), were significantly downregulated in cattle-yak testis. Additionally, Some DEGs are related to meiosis, such as *TEX14* (testis expressed 14, meiosis and synapsis associated), *TEX15*, *MEIOB* (meiosis specific with OB-fold), *STAG3* (stromal antigen 3), and *M1AP* (meiosis 1 associated protein), were significantly downregulated in cattle-yak testis tissue. 

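TEX14 (ENSBGRG00000024451) had 22.9 ± 3.59 FPKM (SD, n = 3) in cattle-yak and 72.5 ± 8.37 in yak, a log2 (foldchange) of −1.62 (standard error 0.14, adjusted p = 1.1e-05 from limma), and a less abundant gene with the same symbol, which is uncertain, had −2.65. M1AP (ENSBGRG00000006523) had 12.5 ± 4.24 FPKM in cattle-yak and 33.7 ± 0.83 in yak (SD, n = 3), with a log2 (foldchange) of −1.41 (adjusted p = 2.6e-04 from limma). TEX15 (ENSBGRG00000024980) had a log2 (foldchange) of −1.09 (adjusted p = 4.1e-04 from limma), which without C2 was −0.92 and so no longer past 1. STAG3 (ENSBGRG00000017743) had 73.3 ± 13.0 FPKM against 138.6 ± 7.67 (SD, n = 3), with a log2 (foldchange) of −0.92 (adjusted p = 2.3e-04 from limma). It passed −1 without C1 (−1.06) and with median-of-ratios scaling (−1.54). MEIOB (ENSBGRG00000026058) had 29.6 ± 12.6 FPKM against 44.4 ± 5.33 (SD, n = 3) and a log2 (foldchange) of −0.66, a difference not past the threshold (adjusted p = 6.2e-02 from limma). The log2 (foldchange) of MEIOB was −0.30 without C2 and −1.27 with median-of-ratios scaling. A second gene with the symbol STAG3, also uncertain, had 12.5 FPKM in C3 but 1.71 in C1 and 0.52 in C2. Of the 5 genes 3 passed both thresholds, over all genes tested and adjusted over the list alone, with a list median of −1.09.

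**Figure D2:**
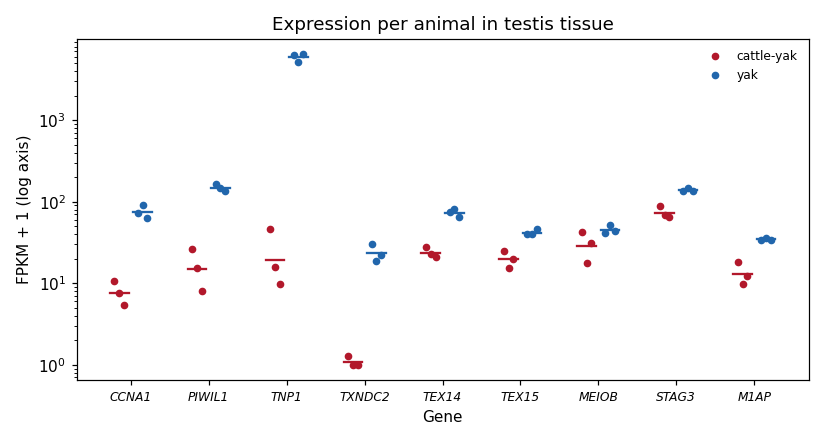
FPKM + 1 (y axis, log scale) in each of the 3 cattle-yak and 3 yak animals for the markers of differentiated spermatogenic cells and the meiosis genes (x axis); points are animals and lines are means on the log scale. TNP1 and TXNDC2 are the farthest apart, and the animals of the groups overlap for MEIOB.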

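Among the markers of Sertoli cells, the more abundant of the 2 genes with the symbol BEX2 (ENSBGRG00000023075) had 175.8 ± 11.3 FPKM (SD, n = 3) in cattle-yak and 25.3 ± 6.47 in yak, a log2 (foldchange) of 2.78 (adjusted p = 2.2e-06 from limma). ITGA6 (ENSBGRG00000010970) had a log2 (foldchange) of 1.52, which was 0.96 with median-of-ratios scaling. WFDC2 (ENSBGRG00000016785) had 6.40 FPKM in Y1, 0.25 in Y2 and 0.91 in Y3, against 0.28 ± 0.13 (SD, n = 3) in cattle-yak. Its log2 (foldchange) of −1.03 was not past the threshold (adjusted p = 0.126 from limma), was −0.27 without Y1 and passed it without Y2 (−1.56). Among the Leydig cell markers, CYP17A1 had the largest log2 (foldchange), 2.87, and IGFBP3 the only decrease, −1.23 (adjusted p = 2.0e-04 from limma). TCF21, IGFBP5, IGF1 and INHBA had 2.37, 1.92, 1.88 and 1.80. For the myoid cells, ACTA2 (ENSBGRG00000017216) had 415.1 ± 77.8 FPKM in cattle-yak and 76.2 ± 8.52 in yak (SD, n = 3), and the log2 (foldchange) was 2.42 for ACTA2, 2.40 for MYH11 and 2.17 for GLI1. The medians were 1.52 for the Sertoli, 1.90 for the Leydig and 2.40 for the myoid list, with 2 of 3, 7 of 8 and 3 of 3 genes called higher over all genes tested, and the same numbers adjusted over the list alone. Longer lists written without these data rose by 2.23 (12 of 12 genes higher) for Sertoli, 1.98 (7 of 8) for Leydig, 1.96 (7 of 7) for myoid, 0.99 (3 of 7, with VWF called lower at −1.85) for endothelial cells and 1.16 (4 of 7, with AIF1 and CD14 called lower at −3.78 and −1.52) for macrophages. Once the libraries were centred on the longer Sertoli list, the medians of the paper's lists were −0.49 for Sertoli, −0.11 for Leydig and 0.39 for myoid cells. The longer Sertoli list itself then stood at 0.215.

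**Figure D3:**
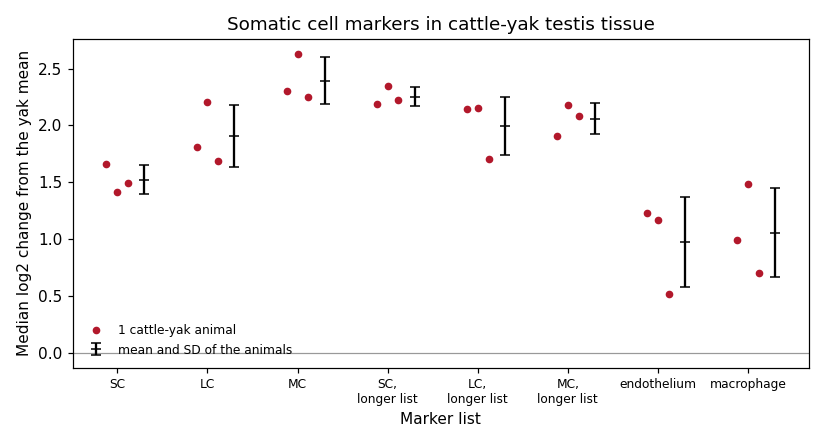
Median log2 change from the yak mean (y axis) of each marker list (x axis) in each of the 3 cattle-yak animals, for Sertoli cells (SC), Leydig cells (LC) and myoid cells (MC) and for longer lists; bars are the mean and SD. The values drawn are from FPKM as deposited, where every list lies above 0, and endothelium and macrophage lie lowest. Centred on Sertoli markers, which is not drawn, most lists fell below 0, with the endothelium list at −1.02 and the macrophage list at −0.85.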

In somatic cells, sertoli cell (SC) marker genes BEX2 (brain expressed X-linked 2, WFDC2(WAP four-disulfide core domain 2), ITGA6 (integrin subunit alpha 6), except WFDC2, were significantly upregulated in cattle-yak testis tissue; Leydig cells (LC) marker genes, such as IGF1 (insulin like growth factor 1), IGFBP3 (insulin-like growth factor binding protein 3), IGFBP5, CYP11A1 (cytochrome P450 family 11 subfamily A member 1),CYP17A1, INHBA (inhibin subunit beta A), ARX (aristaless related home-obox), and TCF21 (transcription factor 21), were significantly upregulated except for IGFBP3; Myoid cell (MC) marker genes ACTA2 (actin alpha 2), MYH11 (myosin heavy chain 11), GLI1 (GLI family zinc finger 1), etc., were significantly upregulated in cattle-yak testis tissue. 

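CTSB (ENSBGRG00000002892) was the most abundant of 8 apoptosis-related genes, with 209.8 ± 23.6 FPKM (SD, n = 3) in cattle-yak and 47.3 ± 4.51 in yak, a log2 (foldchange) of 2.13 (adjusted p = 1.2e-06 from limma). CTSK and CTSC had 94.8 ± 8.73 and 35.2 ± 3.69 FPKM in cattle-yak, against 25.7 ± 6.12 and 11.0 ± 1.15 in yak (SD, n = 3). The log2 (foldchange) was 2.33 for caspase 6, 1.87 for CTSK, 1.59 for CTSC and 1.44 for caspase 8. The value of CTSC came just under 1 with median-of-ratios scaling. The more abundant gene with the symbol Fas (ENSBGRG00000017283) had 2.02 ± 0.58 FPKM against 0.64 ± 0.25 (SD, n = 3) and a log2 (foldchange) of 0.87 (adjusted p = 4.1e-03 from limma). It passed 1 with a pseudocount of 0.1 (1.53) and without C1 (1.04), and a second gene with that symbol lay under the minimum for the test. The list had a median of 1.75, with 7 of 8 genes called higher, over all genes tested and adjusted over the list alone.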

The apoptosis-related genes, such as *Fas* (Fas cell surface death receptor), *caspase 3*, *caspase 6*, *caspase 7*, *caspase 8*, *CTSB* (cathepsin B), *CTSK*, and *CTSC*, were significantly upregulated in cattle-yak testis tissue.

### 3.5. GO and KEGG Pathway Enrichment Evaluations for DEGs

To further understand variations in testicular development between yak and cattle-yak, we performed GO and KEGG enrichment assessments for DEGs. GO enrichment analysis describes the distribution of genes in biological process (BP), cellular component (CC), and molecular function (MF). The upregulated DEGs in cattle-yak showed significant enrichment for 661 GO items, including BP: regulation of cell migration, semaphorin-plexin signaling pathway, and positive regulation of NF-kappaB transcription factor activity; CC: collagen-that contains extracellular matrix, extracellular matrix, and cell surface; MF: protein homodimerization activity, GTPase activity, extracellular matrix structural constituent, etc. 

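The terms annotated to each gene in the deposited table were tested one-sided with the exact hypergeometric test, against the 13224 tested genes that have a GO term. For the 4477 annotated genes higher in cattle-yak, 569 of 9455 terms had p up to 0.05, and 13 after Benjamini-Hochberg adjustment over the terms. In a simulated random set of 3000 genes 1.8% of the terms reached p up to 0.05. The smallest p was that of extracellular space, with 262 genes where 203.8 were expected (exact p = 2.9e-07, adjusted p = 1.8e-03), but against every annotated gene its p was 0.210. GTPase activity followed with 126 genes against 87.4 (exact p = 3.8e-07), then lysosome with 85 against 55.5 (p = 1.4e-06) and protein homodimerization activity with 235 against 183.5 (p = 1.7e-06). Extracellular matrix had 65 genes against 43.0 (exact p = 4.0e-05, adjusted p = 3.4e-02), and collagen-containing extracellular matrix 55 against 35.9 (p = 9.4e-05, adjusted p = 5.9e-02). Positive regulation of NF-kappaB transcription factor activity had exact p = 8.9e-05 and regulation of cell migration p = 1.8e-04. For extracellular matrix structural constituent, semaphorin-plexin signaling pathway and cell surface, p was 1.3e-03, 1.9e-03 and 2.9e-03, with adjusted p values of 0.257, 0.282 and 0.351. All 9 terms of the paper kept p up to 0.05 with the genes called after median-of-ratios scaling, and none with the 47 annotated genes called after centring on the Sertoli markers, a small set.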

(Supplementary Table S5, Figure 3a). 

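Among the 2617 annotated genes lower in cattle-yak, 287 GO terms had p up to 0.05, and 42 after adjustment over the terms. Spermatogenesis had the smallest p, with 131 of its 289 genes called lower where 57.2 were expected (exact p = 2.5e-23, adjusted p = 2.4e-19). Motile cilium had 56 of 87 genes (17.2 expected, exact p = 1.2e-19), cilium 78 of 154 (30.5 expected, p = 7.7e-18) and axoneme 49 of 80 (15.8 expected, p = 4.7e-16). For flagellated sperm motility 31 of 44 genes were lower (8.71 expected, exact p = 4.5e-13), and for cilium assembly 64 of 154 (p = 4.3e-10). The dynein terms were smaller, with 17 of 25 genes for dynein light chain binding (exact p = 2.2e-07), 14 of 19 for minus-end-directed microtubule motor activity (p = 5.8e-07) and 16 of 26 for dynein intermediate chain binding (p = 3.7e-06). Adjusted over the terms, the largest p of these 9 was 1.2e-03, and all 9 kept p up to 0.05 under each gene set and background tried.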

The downregulated DEGs in cattle-yak were significantly enriched in 300 GO entries, including BP: spermatogenesis, cilium assembly, and flagellated sperm motility; CC: cilium, axoneme, and motile cilium; MF: dynein light chain binding, ATP-dependent microtubule motor activity, minus-end-directed, dynein intermediate chain binding, etc. (Supplementary Table S6, Figure 3b). Obviously, the downregulated genes in the testis of cattle-yak were primarily enriched within GO entries associated to spermatogenesis, cilia assembly, and sperm motility.

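For KEGG, 2239 of 5998 annotated genes were higher in cattle-yak, and 80 of 329 pathways had p up to 0.05 in the hypergeometric test, 18 of them after adjustment. The smallest p values were those of Pathways in cancer (237 genes, 171.0 expected, exact p = 4.5e-11), Proteoglycans in cancer (94 genes, 63.5 expected, p = 1.1e-06) and the MAPK signaling pathway (129 genes, 92.6 expected, p = 1.1e-06). Focal adhesion had 88 genes against 66.1 expected (exact p = 4.3e-04), Apoptosis 61 against 45.5 (p = 2.6e-03) and the PI3K-Akt signaling pathway 126 against 106.4 (p = 8.7e-03, adjusted p = 7.7e-02). For 3 pathways p was above 0.05, with 31 genes against 25.0 in ECM-receptor interaction (exact p = 8.3e-02), 50 against 42.2 in the FoxO signaling pathway (p = 7.6e-02) and 56 against 50.8 in the Wnt signaling pathway (p = 0.197). ECM-receptor interaction had exact p = 5.6e-03 with the genes called at a pseudocount of 0.1, and the FoxO signaling pathway p = 1.1e-02 against every annotated gene. Median-of-ratios scaling left 6 of the 7 pathways named by the paper at p up to 0.05, and centring on the Sertoli markers, with only 21 annotated genes called, left none of them.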

The results of KEGG enrichment evaluations demonstrated upregulated DEGs in cattle-yak testis were significantly enriched for 122 pathways, mainly involving focal adhesion, the MAPK signaling pathway, ECM–receptor interaction, the PI3K-Akt signaling pathway, apoptosis, Wnt and FOXO signaling pathway, etc. (Supplementary Table S7, Figure 3c). The downregulated DEGs in cattle-yak were significantly enriched in 35 pathways, mainly involving Oocyte meiosis, Purine metabolism, Glycerophospholipid/Thiamine metabolism, etc. 

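Of 876 annotated genes lower in cattle-yak, the hypergeometric test found 27 KEGG pathways at p up to 0.05, and 3 after adjustment over the pathways. These 3 were Neuroactive ligand-receptor interaction with 38 genes where 20.7 were expected (exact p = 9.7e-05), Thiamine metabolism with 8 of 13 genes (1.90 expected, p = 1.3e-04) and Purine metabolism with 32 against 17.5 (p = 3.6e-04). The first of them had exact p = 0.371 against every annotated gene as the background. Glycerophospholipid metabolism had 19 genes against 11.7 expected (exact p = 1.9e-02) and Oocyte meiosis 25 against 17.7 (p = 4.2e-02), with adjusted p values of 0.525 and 0.537. With the genes called at a pseudocount of 0.1, the p of Oocyte meiosis was 5.8e-02. After centring on the Sertoli markers, exact p was 0.166 for Oocyte meiosis and 6.8e-02 for Purine metabolism. The other 2 of the 4 pathways named by the paper kept p up to 0.05 with that set.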

(Supplementary Table S8, Figure 3d). In conclusion, the upregulated genes in the testis of the cattle-yak were primarily augmented in the pathways associated with cell migration, proliferation, differentiation, apoptosis and mediating spermatogenesis, and the genes that were downregulated were found to be primarily enriched in the metabolism-related pathways.

### 3.6. RT-qPCR Validation

To validate the RNA-seq data, we selected six DEGs (YIPF1, ATG10, SUN2, LIPG, SDK1, and SAXO1) for RT-qPCR. The outcomes revealed that their expression patterns were in line with the RNA-seq data (Figure 4a).

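In the RNA-seq data, YIPF1 (ENSBGRG00000001981) had 23.3 ± 1.56 FPKM (SD, n = 3) in cattle-yak and 4.15 ± 0.26 in yak. SUN2 (ENSBGRG00000002838) had 68.2 ± 11.6 FPKM against 11.9 ± 0.93, and LIPG (ENSBGRG00000023098) 46.5 ± 1.64 against 7.04 ± 1.06 (SD, n = 3). The log2 (foldchange) of these 3 genes was 2.24, 2.41 and 2.57. In the other direction, ATG10 (ENSBGRG00000002509) had 11.5 ± 0.70 FPKM in cattle-yak and 75.1 ± 6.57 in yak, SDK1 (ENSBGRG00000021551) 1.12 ± 0.12 and 11.5 ± 0.93, and SAXO1 (ENSBGRG00000001788) 0.63 ± 0.40 and 101.2 ± 13.5 (SD, n = 3). Their log2 (foldchange) values were −2.61, −2.56 and −5.99, and the adjusted p of the 6 genes ranged from 1.4e-07 to 1.4e-06 in limma. No alternative changed a direction, and YIPF1, SUN2 and LIPG were no longer past 1 when centred on the Sertoli markers.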

### 3.7. Alternative Splicing Analysis

Alternative splicing (AS) enables a gene to produce multiple mRNA transcripts, thereby greatly enriching the diversity of encoded proteins. Based on the annotation data of gene structure, we analyzed the AS events in yak and cattle-yak, involving 12 AS types: XSKIP, XMSKIP, XMIR, XIR, XAE, TTS, TSS, SKIP, MSKIP, MIR, IR, and AE (Figure 4b). The TSS type AS events were the most abundant, followed by the TTS type. Overall, cattle-yak (119,207 ± 3304) had fewer AS events than yak (147,777 ± 3711) (*p* < 0.01).

## 4. Discussion

Compared with other technologies, RNA-seq provides better resolution, sensitivity, and a dynamic detection range of >6 orders of magnitude, and it is now considered as an extremely essential tool for analyzing DEGs and mRNA variable splicing events at the transcriptome level [26]. Cattle-yak has excellent heterosis in terms of growth rate, disease resistance, meat quality, etc. However, the fixation of heterosis were limited by the sterility of F1 male cattle-yak due to inability to generate sperm. Therefore, this has become of great interest to the scientific community. This study compared the histomorphological parameters of the testis tissue between four-year-old cattle-yak and yak and analyzed the difference at the transcriptome level by RNA-seq. We found significant information about the stagnation of spermatogenesis in cattle-yak.

We examined the spermatogenic cell development in the testis of sexually matured yak and cattle-yak. Yak testicular tissue had spermatogenic cells at all levels, while cattle-yak seminiferous tubules had a reduced number of SPGs and Pri-SPCs, fewer Sec-SPCs, absence of R-ST and S, and contained large vacuoles. We speculate that the reduction of spermatogenic cells and the existence of large vacuoles may be the reasons for the significant decrease in the volume and weight of cattle-yak testis. Wang et al. [27] observed the testicular tissue of yak before and after sexual maturity and found that meiotic cells appeared at the age of 8 months when some spermatogenic tubules contained R-ST; spermatogenic tubules in twenty-four-month-old yak testis contained all types of spermatogenic cells, SPGs, Pri-SPCs, Sec-SPCs, R-ST, and S. Cai et al. [28] and Wu et al. [17] compared the testis tissue of twelve-month-old yak and cattle-yak and found that yak testis contained spermatogenic cells of all levels, while cattle-yak testis mainly had SPG and large vacuoles between the seminiferous tubules. Combining the outcomes of this research with earlier studies, it seems that the death of spermatogenic cells occurs in cattle-yak at the age of 12 months and can even begin early at the age of 8 months.

In this study, statistical analysis of DEGs found that most of the top 30 DEGs were related to spermatogenesis, sperm maturation, and sperm motility. *SPATA19*, a small protein of 154 amino acids, is expressed in haploid sperm cells [29]. Rat *SPATA19* locates in the mitochondria in the center of mature sperm [30] and is speculated to participate in mitochondrial organization and/or function. Mi et al. [31] constructed a germ cell-unique *SPATA19* knockout murine-model and observed male mice to be infertile as the sperm mitochondria did not function properly. *SPZ1* is a bHLH-Zip transcription factor, Hsu et al. [32] found that *SPZ1* is specifically expressed within testis/epididymis during spermatogenesis in mice and affects spermatogenesis through controlling cellular proliferation/differentiation through bonding with exact DNA sequences as alternative bHLH-Zip molecular players. Downregulation of a series of genes, such as *SPATA19* and *SPZ1*, may hinder spermatogenesis in cattle-yak.

Spermatogenesis is a complex process wherein diploid SSCs undergo differentiation to produce haploid spermatozoa through mitotic, meiotic, and spermatogenic processes that are tightly controlled within transcriptional, post-transcriptional, and translational levels [33]. *Gfra1*, *CD9*, *SOHLH1*, *SALL4*, *ID4* and *FOXO1* were marker genes of SSCs [34,35,36], all upregulated within cattle-yak testes. However, SPC marker genes *Ccna1* [37] and *PIWIL1* [38] were downregulated, and ST marker genes *TNP1* [39] and *TXNDC2* [40] were almost not expressed, which indicates that undifferentiated spermatogonia accumulate in the testis of the cattle-yak, whereas differentiated spermatogenic cells decrease. 

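Longer marker lists of the germ cell stages, written without these data, were also compared. The median log2 (foldchange) was 1.75 for 14 genes of spermatogonia (9 called higher), −0.26 for 18 of spermatocytes (1 higher, 4 lower), −5.46 for 10 of round spermatids and −7.58 for 11 of elongating spermatids (all lower). The spermatocyte median was −0.40 without C1, −0.06 without C2 and −0.84 with median-of-ratios scaling. CCNA1 and PIWIL1 are among the 4 lower genes of the spermatocyte list, with PGK2 (−4.83) and ADAM2 (−4.28), while the synaptonemal complex gene SYCP1 stood at 0.24 and SYCP3 at 1.10. Relative to the median of the Sertoli list in the same library, the lists stood at −0.58 ± 0.11, −2.46 ± 0.34, −7.80 ± 0.45 and −9.78 ± 0.70 in that order (SD, n = 3 cattle-yak). From the higher SSC markers and the lower markers of later cells, the paper concludes that undifferentiated spermatogonia build up while differentiated spermatogenic cells decrease. Its histology, however, reports reduced numbers of spermatogonia in the cattle-yak tubules.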

The completion of meiosis is a crucial step in spermatogenesis and requires a large number of protein structures. Loss of *TEX15* leads to meiotic arrest [41,42], since this protein is required for successful formation of the synaptonemal complex, repair of double strand break, and meiotic recombination. Greenbaum et al. found that *TEX14*−/− mutant male mice do not form intercellular bridges [43], and Sironen et al. found that *TEX14* is also essential for porcine spermatogenesis [44]. *STAG3* is a part of the axial/lateral element of the synaptic complex and has a function in sister chromatid formation in meiosis I [45]. *MEIOB* has single-stranded DNA binding and exonuclease activity and is essential for meiotic recombination [46]. Most SC in *M1AP*-deficient mice were arrested before meiotic I metaphase [47]. The downregulation of this series of genes makes the meiosis of cattle-yak PSC unable to proceed normally. We speculate that the block of cattle-yak spermatogenesis starts from the PSG produces Pri-SPC and is aggravated during the meiotic of Sec-SPC to form R-ST.

Testosterone (T) secreted by Leydig cells plays a key role in the development of the male reproductive system and the maintenance of normal spermatogenesis. We found that the expressions of CYP11A1 and CYP17A1 were significantly upregulated in the testis tissue of cattle-yak. 

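CYP11A1 (ENSBGRG00000004363) had 84.2, 88.4 and 50.9 FPKM in C1, C2 and C3 and 30.6, 13.1 and 11.6 in Y1, Y2 and Y3, a log2 (foldchange) of 2.05 (standard error 0.36, adjusted p = 7.6e-04 from limma). The most abundant of 3 genes with the symbol CYP17A1 (ENSBGRG00000008565) had 163.6 ± 37.4 FPKM (SD, n = 3) in cattle-yak and 21.5 ± 4.70 in yak. The other 2 genes, which are uncertain as copies, had a log2 (foldchange) of 1.89 and 1.16. The lower of these passed both thresholds (adjusted p = 2.7e-02 from limma) but not without C1, C2, Y2 or Y3, with 0.85 without C2 and 0.94 without Y3. Centred on the Sertoli markers, CYP11A1 stood at 0.03 and CYP17A1 at 0.86.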

Sato et al. [48] found that the expression of cattle-yak 3β-hydroxysteroid dehydrogenase (3β-HSD) was increased and the expression of androgen receptor (AR) was decreased. T is cholesterol under the regulation of STAR (steroidogenic acute regulatory protein), its side chain is cleaved by CYP11A1 to form pregnenolone, and then 3β-HSD is converted into progesterone, which is finally catalyzed by CYP17A1 in the endoplasmic reticulum, and then combined with AR binding comes into play [49]. Therefore, we speculate that cattle-yak LC secrete more T, but the T concentration in seminiferous tubules is low due to the decrease of AR expression. Narula et al. [50] found that excessive secretion of T can prompt SC to secrete inhibin A, which selectively inhibits the synthesis and secretion of FSH in the anterior pituitary gland. So, the imbalance of hormone regulation in seminiferous tubules is an important cause of spermatogenesis block. Apoptosis is a major regulating factor of germ cell fate in the mammalian testis, and its dysregulation can disturb spermatogenesis [51]. Caspases regulate apoptosis via mitochondrial and death receptor pathways. Caspase 8 is directed to the death receptor complex in the death receptor pathway, and its involvement in the regulation of apoptosis in testicular germ cells through ligand binding (e.g., *TNFα* (tumor necrosis factor alpha), *FasL* (Fas ligand)) has been identified [52]. It is currently recognized that *Fas* are mainly expressed on reproductive cells and its ligand *FasL* is expressed in SC, and the Fas system mediates the apoptosis regulation of SC on spermatogenic cells. Cathepsins, also belonging to the cysteine protease family, can be released from the lysosome to the cytoplasm in response to a certain signal, which can activate the activation of caspases or the release of mitochondrial pro-apoptotic factors, thereby inducing apoptosis [53]. 

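Relative to the Sertoli list of the same library, the median of the 8 apoptosis-related genes was −0.55 in C1, −0.54 in C2 and −0.46 in C3. After centring on that list, which itself then stood at 0.215, caspase 6 (0.31) and CTSB (0.11) stayed above 0. The other 6 of the 8 genes fell below 0, among them Fas (−1.15), caspase 8 (−0.57), CTSC (−0.42) and CTSK (−0.15). Fas rested on 47, 80 and 77 fragments in C1, C2 and C3 and on 15, 34 and 25 in Y1, Y2 and Y3.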

In this study, the expressions of *Fas*, *caspase 3*, *caspase 6*, *caspase 7*, *caspase 8*, *CTSB*, *CTSK*, and *CTSC* were significantly upregulated in the testis tissue of cattle-yak, which may lead to increased apoptosis of spermatogenic cells, decreased weight of cattle-yak testis, and poor development.

GO enrichment analyses of DEGs showed that significantly downregulated DEGs in cattle-yak were mainly enriched for spermatogenesis, cilia assembly, together with sperm motility. KEGG results demonstrated up-regulated DEGs in cattle-yak to be mainly enriched within pathways related to cell migration, proliferation, differentiation, apoptosis and mediating spermatogenesis. Wnt signaling is critical for spermatogenesis. Kerr et al. [54] increased and decreased Wnt signaling levels in mice by a certain induction and found all mice exhibited disruption of spermatogenesis, including germ cell apoptotic activity, together with rapid-loss/dysregulated blood–testis barrier proteomic distribution/morphologies. PI3K-Akt can regulate the expression of mTOR signaling and its downstream target protein p70S6K/4EBP1 through different molecular pathways [55], while mTOR-p70S6K/4EBP1 signaling molecule takes part in regulating the testicular cell proliferation, differentiation and spermatogenesis [56]. The dynamics of adherens junctions and tight junctions are regulated by the MAPK signaling pathway, which is also crucial for meiosis and Sertoli cell proliferation [57]. ECM-receptor interaction helps germ cells to withstand tension, and it hinders their migration [58]. Numerous physiological processes, such as cellular differentiation, apoptotic activity, cellular proliferation, DNA injuries, and repairing activity, as well as its role as an oxidative stress regulator, are all carried out by FOXO [59]. Designated genes of the FOXO family are thought to be extracellular ligands, such as *FasL*, *TRAIL* (TNF-associated apoptosis-inducing ligand), and *TRADD* (TNF-receptor type 1 associated death domain), together with intra-cellular apoptosis-linked constituents including *Bim* (bcl-2 interaction mediator of cell death), pro-apoptosis *bcl-2* family members, and *Bcl-6* [60,61]. FOXO protein translocates to the nucleus and upregulates several target genes encouraging cell cycle arrest, stress resistance, and apoptosis [62]. Thus, the FOXO signaling pathway may promote apoptosis of testicular germ cells.

Alternative RNA splicing involves the joining of exons of RNA transcripts or pre-mRNAs to produce different mRNA encoding different protein subtypes. These protein isoforms with different structures, functions, localization, and other properties play an important role in health and diseases [63]. A study suggests that up to 94% of human genes are subjected to AS [64]. The same has been detected in the fly, nematodes, and other vertebrates [65,66]. AS has been proposed as the main driving force for the evolution of phenotypic complexity in creatures. Testicular tissue is the richest in terms of AS events. Here, we found that the incidence of AS events was considerably less in cattle-yak than in yak, potentially causing the spermatogenic arrest in the former.

Although there are many studies on male sterility in cattle-yak, most of them are single omics or a combination of two omics. In order to systematically and comprehensively analyze the molecular mechanism of male sterility in cattle-yak, a systematic and comprehensive study of male sterility in cattle-yak should be carried out in combination with all omics, including epigenomics, proteomics, and metabolomics. Epigenetic regulation not only regulates the development of the male reproductive system but also controls the early stages of embryonic development and the process of gametogenesis, impaired epigenetic dysregulation disrupts human spermatogenesis, leading to male infertility and related spermatogenesis disorders [67]. Phakdeedindan’s research showed that during the maturation of yak, the regulation of AcK9 gene and the constant level of DNA methylation are both necessary conditions for spermatogenesis, and the inappropriate expression of AcK9 and DNA methylation may be the main factors affecting the normal development of cattle-yak germ cells factor [68]. In the next step, we should integrate all the data on male sterility in cattle-yak and explore the molecular mechanism of male infertility in cattle-yak as much as possible.

## 5. Conclusions

The present research compared and analyzed the differences in testicular tissue development between sexually matured cattle-yak and yak. We believe that reduction in spermatogenic cells together with the existence of large vacuoles within cattle-yak testes are prime reasons for the reduction in weight and volume of cattle-yak testis. RNA-seq was used for analyzing the differences between the transcriptome profiles of yak and cattle-yak testis tissue. The SSCs marker genes and pro-apoptotic-related genes were upregulated, while differentiated spermatogenic cell marker genes were downregulated. We speculate that spermatogenic stagnation in cattle-yak begins as the SPG produces Pri-SPC and is aggravated during the meiotic of Sec-SPC to form R-ST. Meanwhile, the lack of AS events can be another reason for the stagnation of spermatogenesis in cattle-yak.

## Figures and Tables

**Figure 1:**
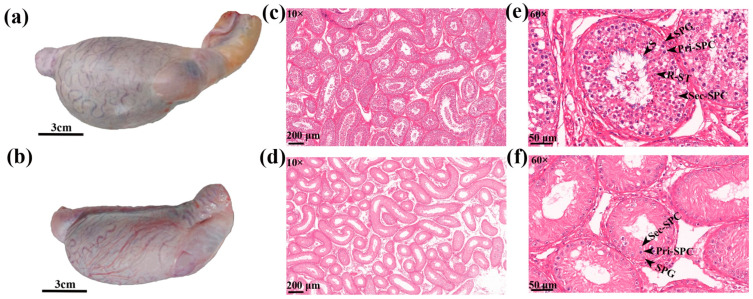
Histomorphological observation of testis. (**a**) Yak testis, (**b**) cattle-yak testis, (**c**) yak and (**d**) cattle-yak testis tissue sections 10×, and (**e**) yak and (**f**) cattle-yak testis tissue sections 60×.

**Figure 2:**
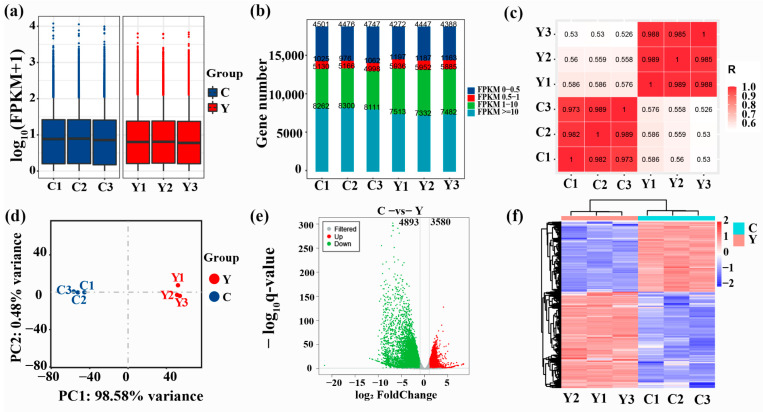
Protein-coding gene expression analysis. (**a**) Boxplot of gene FPKM values in respective samples, (**b**) FPKM expression distribution map, (**c**) heatmap showing correlation analysis, (**d**) PCA diagram, (**e**) differential expression volcano plot and (**f**) differential gene grouping cluster map (Protein-coding genes with comparatively high and low expression are denoted by red and blue, respectively). C: cattle-yak, Y: yak.

**Figure 3:**
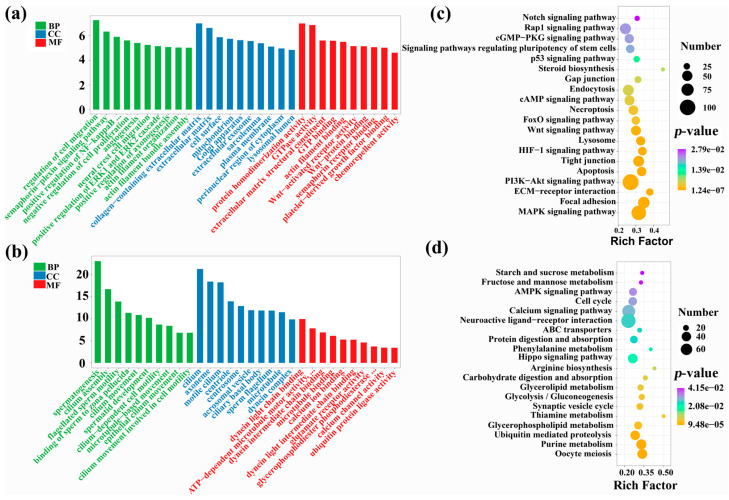
GO/KEGG analyses of DEGs. GO enrichment evaluations for (**a**) up-regulated and (**b**) down-regulated DEGs within cattle-yak. KEGG enrichment evaluations for (**c**) up-regulated and (**d**) down-regulated DEGs in cattle-yak. Go enrichment analysis ranks 10 entries from large to small according to the respective −log_10_p-value. KEGG analysis shows some significant enrichment results.

**Figure 4:**
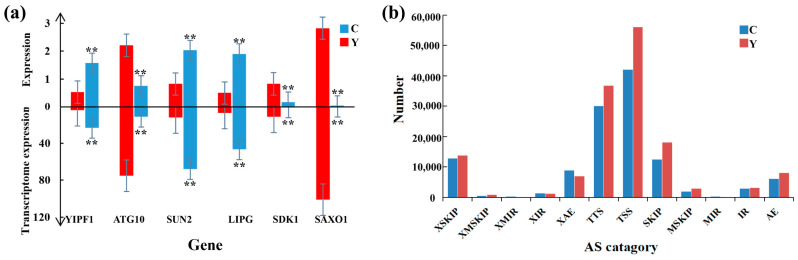
RT-qPCR validation of RNA-seq data and AS analysis. (**a**) RT-qPCR results for YIPF1, ATG10, SUN2, LIPG, SDK1, and SAXO1 genes within cattle-yak and yak groups. ** *p* < 0.01. (**b**) Level of differing AS events within cattle-yak/yak groups. C: cattle-yak, Y: yak.

**Table 1:** Morphological parameters of testis.

Index	Yak	Cattle-Yak
Testicular circumference (cm)	14.75 ± 0.44 **	9.83 ± 0.51
Testicular length (cm)	12.31 ± 0.66 *	11.10 ± 0.75
Testicular weight (g)	88.77 ± 2.68 **	60.02 ± 2.20

Note: * *p* < 0.05, ** *p* < 0.01.

**Table 2:** Histological parameters of testis.

Index	Yak	Cattle-Yak
Diameter of seminiferous tubules (μm)	238.47 ± 19.06 **	175.82 ± 18.41
Seminiferous tubule wall thickness (μm)	2.95 ± 0.55 *	2.41 ± 0.41
SPG diameter (μm)	13.26 ± 1.14 **	8.97 ± 0.76
Pri-SPC diameter (μm)	17.03 ± 0.98 **	14.04 ± 1.19

Note: * *p* < 0.05, ** *p* < 0.01.

**Table 3:** Mapping results with yak reference genome.

Sample	Total Reads	Total Mapped Reads	Multiple Mapped Reads	Uniquely Mapped Reads
C1	46,495,404	43,312,320 (93.15%)	5,154,644 (11.09%)	38,157,676 (82.07%)
C2	46,067,720	42,690,813 (92.67%)	4,899,340 (10.64%)	37,791,473 (82.03%)
C3	45,021,512	42,007,249 (93.30%)	5,055,431 (11.23%)	36,951,818 (82.08%)
Y1	46,352,778	44,083,089 (95.10%)	5,540,645 (11.95%)	38,542,444 (83.15%)
Y2	46,675,930	44,335,303 (94.99%)	5,586,382 (11.97%)	38,748,921 (83.02%)
Y3	45,556,352	43,289,125 (95.02%)	5,512,059 (12.10%)	37,777,066 (82.92%)

## Data Availability

Raw reads of transcriptome sequencing of yak and cattle-yak testis are available at GEO (accession number: GSE208693). https://www.ncbi.nlm.nih.gov/search/all/?term=GSE208693%20.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani12192711/s1, Table S1: The primer design template of target gene in qPCR experiment; Table S2: The statistics of sequencing data quality; Table S3: FPKM value of each sample gene; Table S4: The results of DEGs screened; Table S5: GO enrichment results of upregulated genes expressed in cattle-yak testis; Table S6: GO enrichment results of downregulated genes expressed in cattle-yak testis; Table S7: KEGG enrichment results of upregulated genes expressed in cattle-yak testis; Table S8: KEGG enrichment results of downregulated genes expressed in cattle-yak testis.

How the deposited data were processed for this re-analysis (not part of the article)

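RNA-seq libraries of testis tissue from 3 cattle-yak and 3 yak, all 4 years old, were compared, with 1 library per animal and none pooled. Per the paper's methods, the authors trimmed the reads with Trimmomatic, mapped them with HISAT2 to the yak genome for both groups, calculated FPKM with Cufflinks and counted reads per gene with HTSeq. As deposited by the authors, the FPKM values are per length of the gene model and per depth of each library, without scaling between libraries, beside the GO and KEGG terms of each gene. They are whole fragments divided by gene length and depth, so which of these tools gave them is uncertain. The columns were assigned to the animals C1 to C3 and Y1 to Y3 by their labels and by equality with the 883 genes given of the paper's Table S3. Histology, RT-qPCR and alternative splicing were not analysed here.

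The table held 18918 genes, of which 1026 had no symbol, and 1180 symbols stood on more than 1 gene. Whole fragments per gene were recovered from the ratios of the FPKM values between libraries, for 17973 genes. The length of a gene followed from the same steps and was within 0.02 of a whole number of bases for 99.4% of the 10636 genes used for the depth, with a median of 1921 bases. When tested on simulated data, the recovery returned the simulated counts of 98.98% of the genes. The depth was 11175100 to 11834987 fragments on genes in cattle-yak (median 11600013) and 12991641 to 13136129 in yak (median 13104964). A single fragment on 1 kb stood for 0.0761 to 0.0895 FPKM.

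Genes with a mean FPKM of at least 0.5 over the animals, 15042 in all, were compared on log2 (FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend, two-sided), and called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1. On simulated data with 200 genes changed 4-fold, limma called 197 of them and 1 unchanged gene. With so few genes changed, the simulation does not test the calls under a shift of the whole distribution, as in the real data. Fold changes on this scale understate the change of genes with low values. Correlation, principal components and average-linkage clustering were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Single values were compared between groups with exact permutation tests over the 10 splits of the animals, whose smallest p is 0.1. GO terms and KEGG pathways with at least 2 background genes were tested with the one-sided hypergeometric test at p up to 0.05, as in the paper, against the tested genes with an annotation of that kind.

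The genes named are those the paper names from its own data, the genes it names from other studies, and the 5 genes with the largest log2 fold change in each direction among called genes with a symbol whose groups do not overlap. The results of some of these genes are not reported here. Named terms are those of the paper and the 3 with the smallest p in each direction. The rule was fixed without the values of the deposited table, although the values of TNP1, TNP2, PRSS58 and Ubqlnl had been seen in Table S3. Of the marker lists, 7 come from the paper, and 9 lists of cell types (Sertoli, Leydig, myoid, endothelium, macrophage, spermatogonia, spermatocyte, round spermatid and elongating spermatid) were written without the data.

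As alternatives, pseudocounts of 0.1 and 0.01, no filter and a minimum of 5 FPKM, median-of-ratios, TPM, quantile and Sertoli-centred scaling, limma without a trend or with a robust prior, no fold-change threshold, a block for the animal number, and the omission of each animal in turn were tried. Later additions were voom in limma on the recovered fragments, with and without size factors, a scaling of the FPKM by the Sertoli list before the log, and enrichment of the genes called with median-of-ratios scaling. In Sertoli-centred scaling each library's log2 values were shifted by the median log2 value of the 12 tested genes of the Sertoli list. After this shift the median log2 fold change of the Sertoli list itself was 0.215 and not 0. Chromosome positions of the genes were not used here, so a comparison of X-linked with autosomal genes was left out.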

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

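The tests of the explanations in this part were chosen only after the results had been seen, and the scaling by the Sertoli markers before the log was also added then.

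The 5 genes with the largest increases in cattle-yak are not discussed in the paper, and each lay above the range of the yak animals in all 3 cattle-yak animals. MT-CYB had a log2 fold change of 4.98, P3H3 of 4.37, DKK3 of 4.20, SERPINI1 of 4.18 and OTOS of 4.16, with adjusted p values from 6.5e-08 to 1.5e-05 in limma. Their mean FPKM in cattle-yak was 256.9 ± 82.2, 69.0 ± 36.8, 320.5 ± 45.2, 60.6 ± 1.93 and 67.5 ± 11.4 (SD, n = 3), against 7.54 ± 3.95, 2.02 ± 0.21, 16.6 ± 2.59, 2.40 ± 0.019 and 3.13 ± 1.82 in yak. P3H3 had 29.5 FPKM in C1 against 102.1 in C2 and 75.4 in C3, and its log2 fold change without C1 was 4.88. No alternative changed the direction of these genes.

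A rise shared by every gene that is not lost with the germ cells was tested by scaling the FPKM by the Sertoli markers before the log. The 5 genes were then at 2.83, 2.42, 1.98, 2.19 and 2.18 in the order above. Since they were chosen as the largest increases, this test does not decide, and such a rise as a part of their change stays open. Reads of the cattle alleles placed on another copy of a gene in the yak reference stay open. Among the 55 genes with a symbol that were higher by more than 3 on the log2 scale, 18 (32.7%) shared it with another gene, against 659 of 4881 (13.5%) for rises of 1 to 3 (Fisher's exact test, two-sided, p = 2.4e-04). MT-CYB is such a gene, and its values are uncertain. The cross had a cattle father and a yak mother, so no cattle allele of the mitochondrial genome would be present. Whether the counted copy of MT-CYB lies in that genome was not tested. A shared symbol is also common in families of genes, so the comparison of shared symbols does not decide.

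MT-ATP6 and ENSBGRG00000025835 were looked at because of MT-CYB, after their values were seen. The unnamed gene ENSBGRG00000025835, whose identifier lies close to that of MT-CYB, had 7074 ± 1992 FPKM (SD, n = 3) in cattle-yak and 255.6 ± 93.3 in yak on a length of 75 bases. The most abundant of 3 genes with the symbol MT-ATP6 had a log2 fold change of 1.94. GC content was not tested, since the sequence of the genes was not used here. The place of origin and the way in which the testes were obtained coincide with the groups, and a difference between cattle-yak and yak in these genes stays among the open explanations, as untested.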

How the results depend on the processing

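The comparisons with voom on recovered fragments (with and without size factors), the Sertoli-scaled FPKM (scaled before the log) and the enrichment of the genes called with median-of-ratios scaling were chosen only after the data had been seen, while every other alternative, the main settings and the gene lists were chosen before the data were examined, apart from the values of TNP1, TNP2, PRSS58 and Ubqlnl seen in Table S3.

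The counts of genes higher and lower in cattle-yak stayed within 1.5 times their values under both smaller pseudocounts, both filters, TPM and quantile scaling, limma without a trend or with a robust prior, voom with and without size factors, and the omission of any animal (4904 to 5133 higher, 3076 to 3192 lower). With the animal number as a block the counts were 5027 and 3139, and the deviations of animals with equal numbers correlated with r of −0.07, −0.041 and 0.007 across genes, so the numbers do not pair the animals. Median-of-ratios scaling gave 2624 higher genes, Sertoli-centred scaling 56 higher and 10077 lower, and Sertoli-scaled FPKM 84 higher and 9048 lower. These scalings moved the median of all genes from 0.51 to 0.01, −1.50 and −1.38, and with them the genes past either side. With no fold-change threshold 7916 genes were higher and 4399 lower, since fewer conditions apply. All 30 of the largest changes were lower under each of these alternatives, although with a pseudocount of 0.01 none of the 30 genes was shared with the main setting, and with voom 1 was.

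The difference between correlations within and between groups was positive under each alternative, from 0.197 with Spearman's rho to 0.428 without a log, and 0.218 to 0.246 without any 1 animal. The share of the first principal component was 95.24% without a log, 80.04% at unit variance, 94.19% without a filter, 96.86% with called genes alone and 94.76% to 95.42% with an animal left out; the cause was not tested. The level of germ-cell transcripts in the cattle-yak libraries moved by less than its spread with 30 or 300 genes in place of 100.

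Adjustment over the terms left 13 GO terms for the higher and 42 for the lower genes, and 18 and 3 KEGG pathways, by its construction. Genes called with Sertoli-centred scaling gave 162 GO terms and 7 pathways for the higher and 169 GO terms for the lower genes, from sets of other sizes. Terms of at least 10 genes, of which there are fewer, gave 305 and 124 GO terms. Against every annotated gene 15 KEGG pathways were found for the lower genes; the cause was not tested. The remaining combinations stayed within 1.5 times.

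Among the paper's marker lists, a pseudocount of 0.1 moved the median log2 fold change to 2.13 for SSC, −5.33 for differentiated cells, 1.68 for Sertoli, 2.20 for Leydig and 2.08 for apoptosis, by construction, as low values count for more. With voom they were 2.16, −5.17, 1.70, 2.25 and 2.12 (2.115). Median-of-ratios scaling gave 1.36 for SSC, −4.33 for differentiated cells, −1.69 for meiosis, 0.96 for Sertoli, 1.397 for Leydig, 1.80 for myoid and 1.25 (1.245) for apoptosis, and voom with size factors 1.54, −5.79, −1.75, 1.08, 1.63, 1.88 and 1.498. TPM scaling gave 1.91 for apoptosis, and quantile normalization 1.62 for apoptosis and 1.26 for Sertoli. Leaving out an animal gave 1.62 to 1.84 (1.618 to 1.843) for apoptosis, beyond its small spread. Sertoli-centred scaling gave −0.098 for SSC, −5.89 for differentiated cells, −3.10 for meiosis, −0.49 for Sertoli, −0.11 for Leydig, 0.39 for myoid and −0.26 for apoptosis, and Sertoli-scaled FPKM −0.11, −5.52, −3.25, −0.51, −0.012, 0.22 and −0.11. The lists written without the data also turned negative when centred, to −0.034 for Leydig, −0.056 for myoid, −0.85 for macrophage, −1.02 for endothelium and −0.27 for spermatogonia. With Sertoli-scaled FPKM they were −0.15 (−0.145) for Leydig, −0.74 for macrophage, −0.88 for endothelium and −0.28 for spermatogonia, and the myoid list was at 0.018. The shift of all genes accounts for these signs.

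Of the 78 named genes and copies reported here, 20 changed sign in Sertoli-centred scaling and were called before or after it, namely GFRA1 (−1.08), CD9 (−0.014), SOHLH1 (−0.33), SALL4 (−0.18), ITGA6 (−0.49), IGF1 (−0.13), IGFBP5 (−0.093), CYP17A1 copies (−0.86 and −0.13), INHBA (−0.22), FAS (−1.15), CASP8 (−0.57), CTSK (−0.15), CTSC (−0.42), RLIM (−0.013), DAZL (−1.05), CDK1 (−1.87), MEI1 (−1.95), SYCP3 (−0.92) and TRADD (−0.39). With Sertoli-scaled FPKM 17 did, namely CD9 (−0.24), SOHLH1 (−0.44), ITGA6 (−0.51), CYP11A1 (−0.15), CYP17A1 copies (−0.98 and −0.14), INHBA (−0.31), CASP8 (−0.10), CTSB (−0.12), CTSK (−0.36), CTSC (−0.56), RLIM (−0.046), DAZL (−1.28), CDK1 (−1.99), MEI1 (−1.92), SYCP3 (−1.13) and TRADD (−0.20). Called neither before nor after, the second copy of STAG3 changed sign in the former (−0.60), and GFRA1 (−0.30) and FAS (−0.32) in the latter. In these scalings 17 and 18 further genes kept their sign but no longer passed the thresholds, and 5 passed them anew in each. The other alternatives changed the call of at most 7 genes each and the sign of none that was called.

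Single animals decided some calls. GFRA1 (1.20), FAS (1.04), STAG3 (−1.06) and DAZL (1.04) passed both thresholds without C1, DAZL also without Y3 (1.03), and WFDC2 without Y2 (−1.56). TEX15 (−0.92) and DMRTC2 (−0.88) no longer passed them without C2, nor SYCP3 without C3 (0.91) or Y1 (1.00, from 0.998). The second copy of CYP17A1 did not pass without C1, C2, Y2 or Y3 (0.85 to 1.07), and the second copy of STAG3 did without C2 (2.08).

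The comparison of X-linked with autosomal genes, and with it its alternatives, was not run, as no chromosome positions were used here. A minimum of 5 FPKM leaves out low genes such as GFRA1, which then have no value. Depth limits the genes with at most 1 fragment in cattle-yak, such as TSPAN8, CSNKA2IP and SPADH1, whose size of change rests on the pseudocount, and FASLG and TNF lay under the minimum for the test.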

Differences from the paper's values

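All alternatives named in this part were set before the data were examined, except voom, Sertoli-scaled FPKM and the gene set of median-of-ratios scaling, which were chosen only after the values were seen.

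The paper reports 4893 genes lower in cattle-yak, from DESeq, and 3136 were found here with limma on FPKM not scaled between libraries. The value comes within 1.5 times of the paper's with a pseudocount of 0.1 (3414) or 0.01 (3416), with median-of-ratios scaling (4193), with quantile normalization (3298) and with no fold-change threshold (4399). It does not without a filter, with a minimum of 5 FPKM, with TPM or Sertoli-centred scaling, with another limma prior, with the block, or with any animal left out. Voom on recovered fragments (3419) and voom with size factors (4525 lower and 3482 higher) reach it as well, were chosen after seeing the values, and drop 3 and 2 of the 44 genes that the paper names with a direction. Median-of-ratios scaling drops 5 of them, as many as the main setting. Of all settings, voom with size factors came nearest to the paper's 4893 lower and 3580 higher genes. Since it was chosen after seeing the values, it does not decide whether the scaling accounts for the difference. The paper finds more genes lower than higher, whereas here 5023 were higher, and the lower genes are the larger part with median-of-ratios scaling (61.5%), Sertoli-centred scaling (99.4%), Sertoli-scaled FPKM (99.1%) and voom with size factors (56.5%).

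The paper reports 122 KEGG pathways for the upregulated genes, against 80 here. Only the background of every annotated gene (93) comes within 1.5 times, and adjustment over the pathways, terms of at least 10 genes and the genes called with a pseudocount of 0.1 or Sertoli-centred scaling do not. The set of median-of-ratios scaling, chosen after seeing the values, gave 78.

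The paper gives 9.31 as the smallest log2 fold change in size among its 30 largest decreases, and the value here was 7.27 on the log2 (FPKM + 1) scale. A pseudocount of 0.01 (9.72) and Sertoli-centred scaling (9.29) come within the largest standard error of the 30 genes, 0.624, and the other alternatives set beforehand do not. These 2 drop 3 and 27 of the 44 genes named by the paper. Voom without (8.74) and with size factors (9.36) and Sertoli-scaled FPKM (8.95) also do, were chosen after seeing the values, and drop 3, 2 and 27 of these 44 genes. Of the 9 genes that the paper names among its 30 largest changes, 1 (TNP2) was among the 30 largest here, 3 with a pseudocount of 0.01, and 6 with a pseudocount of 0.1 or with voom, with or without size factors. TPM scaling and the omission of C2, C3 or Y3 gave 2. RLIM is among the paper's decreases, while the most abundant of its 3 copies was higher here (2.00), and no setting called that copy lower; the other copies were lower.

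Of the 44 genes, 39 were called in the paper's direction. The paper calls GFRA1 and FAS higher, and they reached 0.94 and 0.87 here, past the adjusted p but not past 1. Both were called with a pseudocount of 0.1 (1.54 and 1.53) or 0.01 (1.66 and 1.67), with TPM scaling (1.14 and 1.08), without C1 (1.20 and 1.04) and with voom (1.64 and 1.66), and FAS also with voom and size factors (1.05). MEIOB and STAG3 are lower in the paper, and were at −0.66 and −0.92 here. Median-of-ratios scaling (−1.27 and −1.54), Sertoli-centred scaling (−2.67 and −2.94), voom with size factors (−1.30 and −1.55) and Sertoli-scaled FPKM (−2.84 and −3.16) called both, and STAG3 was also called without C1 (−1.06).

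The paper lists 7 pathways for the upregulated genes, and 4 of them had p up to 0.05 here. ECM-receptor interaction (exact hypergeometric p = 8.3e-02) reached it with the genes called at a pseudocount of 0.1 (5.6e-03) and the FoxO signaling pathway (p = 7.6e-02) against every annotated gene (1.1e-02). With the set of median-of-ratios scaling, chosen after seeing the values, both did (5.9e-04 and 2.8e-02), and 1 of the 7 named pathways was dropped. The Wnt signaling pathway did not under any setting, with p from 6.7e-02 upward. The paper calls the correlation significantly higher within groups, and the exact permutation test over the animals cannot go below 0.1. The numbers printed in Fig. 2b match those found here, and those in Fig. 2c match the values without a log. The first principal component, about 99% in Fig. 2d, read by eye, held 94.65% here.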

Other observations

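The tests in this part were chosen only after the results had been seen, except the count over splits of the animals and the centring of the SSC and apoptosis lists, while median-of-ratios scaling and the level over 100 genes were set beforehand.

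The real split of the animals was 1 of 10 that called as many genes as 8159. Each of the other splits called 0 genes. Since 3 animals against 3 allow no share under 0.1, chance cannot be excluded by this count alone. In 84.1% of all tested genes the 3 cattle-yak values lay outside the yak range, where chance gives 10%. This argues against chance acting on each gene separately. Genes that vary together across the same 6 animals are not independent, so a chance shared by many genes stays open. A library under a wrong label is argued against, because the lowest correlation within a group exceeded the highest between groups by 0.193.

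More genes were higher than lower in cattle-yak. The lower depth of the cattle-yak libraries is argued against by thinning every library to the same depth, which left 5027 genes higher and 3134 lower. Gene length is argued against, since in each of 3 classes of genes by length fewer genes were lower than higher (41.7%, 38.0% and 35.5% lower from short to long). FPKM is a share of each library, so the loss of abundant transcripts raises the rest. With median-of-ratios size factors 61.5% of the called genes were lower, but this scaling brings the median of all genes near 0 by construction, so it does not decide. The split between higher and lower genes depends on the scaling, and a change in the total RNA of the testis was not measured.

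The Sertoli list rose by 2.23 on the log2 scale, and the medians of the cattle-yak animals spread by 0.084 (SD). The share freed by the genes called lower gives every other gene 0.84, but these genes were called on the same FPKM, so a larger loss stays open. For such a rise by loss alone, 78.7% of the RNA of a yak testis would have to be lost. The somatic lists moved apart, with the endothelium list at −1.28 ± 0.39 (SD, n = 3) relative to the Sertoli list, so a rise alike in every remaining gene is argued against. A different mix of somatic cells and a change within Sertoli cells stay open, as untested.

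SSC markers and apoptosis genes were higher in FPKM. Centred on the Sertoli list, which itself then stood at 0.215, their medians were −0.10 and −0.26. The medians with Sertoli-scaled FPKM were −0.11 for both. Genes of both lists lay on either side of 0, so it stays open whether the loss of germ-cell RNA alone raised these lists or whether the cells carrying them changed in number. Neither list showed a rise beyond that of the Sertoli markers in these libraries. The paper's histology reports reduced numbers of spermatogonia in cattle-yak tubules.

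The germ-cell lists fell in the order of the stages. Relative to the Sertoli list the median was −0.58 for spermatogonia, −2.46 for spermatocytes, −7.80 for round and −9.78 for elongating spermatids. At the pseudocount of 1 each step was larger than the spread between animals (SD 0.11 to 0.70). The size of the last step depends on the pseudocount. The median log2 fold changes of round and elongating spermatids were −7.13 and −8.09 with a pseudocount of 0.1. They were −7.66 and −8.15 with 0.01, and −7.15 and −8.11 with voom. The fall of these lists could come from a loss of cells of the later stages. The paper's histology reports fewer spermatogonia and spermatocytes, and no round spermatids or sperm, in cattle-yak tubules. Lower expression per cell was not tested.

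Transcripts of germ cells remained at low levels in cattle-yak. Over the 100 genes with the highest yak FPKM among the 1378 at least 50-fold lower in cattle-yak, the median share of the yak level was 1.11% in C1, 0.387% in C2 and 0.181% in C3. Reads carried over from the yak libraries would leave 1 ratio for all genes of a library. The fragments departed from 1 ratio with a chi-square per degree of freedom of 14.7, 11.8 and 19.9, a measure that covers counting error alone. The log2 ratios spread across these genes with an SD of 0.74 in C1, 0.92 in C2 and 1.06 in C3, where counting gives 0.27, 0.50 and 0.69 and the yak animals departed from their mean by at most 0.12. The deviations of the genes also correlated between the cattle-yak libraries (r of 0.39 to 0.566), which separate amplification would not give. This argues against reads carried over from these yak libraries as the whole source. The spread across genes (mean SD 0.91) did not exceed that between the medians of the libraries (1.32), and a part by carry-over stays open. A few late germ cells in these testes were not tested, while the paper's histology reports no round spermatids or sperm in cattle-yak tubules.

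The reads of both groups were mapped to the yak genome, and cattle-yak carry 1 cattle allele of each autosomal gene. Reads of the cattle alleles that were not placed cannot account for the 1740 genes lower by more than 2 on the log2 scale as a set, since the yak allele of an autosomal gene remains. Genes on the Y chromosome, which comes from cattle, have no yak allele and were not separated, so for them, possibly HSFY1, this stays open. Of the 1396 genes lower by 1 to 2, 792 fell past 1 by more than 2 standard errors, more than the loss of 1 of 2 alleles alike in expression gives. For the other 604, within 2 standard errors of 1, unplaced reads and a lower expression cannot be told apart.

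Some genes are named by the paper from other studies of cattle-yak or other species. STAR had a log2 fold change of 2.77 and TRADD of 1.63, BOLL was lower (−1.64), and DAZL (0.97), DMC1 (−0.29), CDK1 (0.15), CDC25A (−0.59) and MEI1 (0.063) were not past both thresholds. DMC1 was at 0.10 without C2 and −0.48 without C1, CDK1 at 0.33 without C2 and 0.038 without C3, and MEI1 at 0.010 without C1 and near 0 without Y2. DAZL was called higher without C1 (1.04) or Y3 (1.03), and CDC25A was called lower with median-of-ratios scaling (−1.19). SYCP3 was higher (1.10) and turned negative when centred (−0.92). The 2 genes with the symbol DMRTC2 went opposite ways (−1.06 and 2.49), and both are uncertain. FASLG lay under the minimum for the test, as did TNF, which was listed at 0 in the yak libraries. HSD3B1 and HSD3B2 were not found by symbol.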
